# Long Non-Coding RNAs Associated with Mitogen-Activated Protein Kinase in Human Pancreatic Cancer

**DOI:** 10.3390/cancers15010303

**Published:** 2023-01-02

**Authors:** Tomohiko Ishikawa, Shinichi Fukushige, Yuriko Saiki, Katsuya Hirose, Takako Hiyoshi, Takenori Ogawa, Yukio Katori, Toru Furukawa

**Keywords:** lincRNA, pancreatic cancer, MAPK, signal transduction, promoter, transcriptome

## Abstract

**Simple Summary:**

Long non-coding RNAs (lncRNAs) have emerged as a significant player in various cancers, including pancreatic cancer. However, how lncRNAs are aberrantly expressed in cancers is largely unknown. We hypothesized that lncRNAs would be regulated by signaling pathways and contribute to malignant phenotypes of cancer. In this study, to understand the significance of mitogen-activated protein kinase/extracellular signal-regulated kinase (MAPK/ERK) for the expression of lncRNAs in pancreatic cancer, we performed comparative transcriptome analyses between pancreatic cancer cell lines with or without activation of MAPK. We identified 45 lncRNAs presumably associated with MAPK in pancreatic cancer cells; among these, LINC00941 was consistently upregulated by MAPK. The promoter of LINC00941 was determined and found to be preferentially associated with MAPK activity via ETS-1 binding site. TCGA data analysis indicated that high expression of LINC00941 was associated with poor prognosis of pancreatic cancer patients. Downstream targets of LINC00941 were involved in 44 biological processes, including the glycoprotein biosynthetic process, beta-catenin-TCF complex assembly, and histone modification. These results indicate that MAPK mediates the aberrant expression of lncRNAs, and LINC00941 is the most consistently promoted lncRNA by MAPK in pancreatic cancer. Therefore, MAPK-associated lncRNAs might represent both potentially valid therapeutic targets and diagnostic biomarkers.

**Abstract:**

Long non-coding RNAs (lncRNAs) have emerged as a significant player in various cancers, including pancreatic cancer. However, how lncRNAs are aberrantly expressed in cancers is largely unknown. We hypothesized that lncRNAs would be regulated by signaling pathways and contribute to malignant phenotypes of cancer. In this study, to understand the significance of mitogen-activated protein kinase/extracellular signal-regulated kinase (MAPK/ERK), which is a major aberrant signaling pathway in pancreatic cancer, for the expression of lncRNAs, we performed comparative transcriptome analyses between pancreatic cancer cell lines with or without activation of MAPK. We identified 45 lncRNAs presumably associated with MAPK in pancreatic cancer cells; among these, LINC00941 was consistently upregulated by MAPK. The immediate genomic upstream region flanking LINC00941 was identified as a promoter region, the activity of which was found to be preferentially associated with MAPK activity via ETS-1 binding site. LINC00941 promoted cell proliferation in vitro. Moreover, TCGA data analysis indicated that high expression of LINC00941 was associated with poor prognosis of patients with pancreatic cancer. Transcriptomes comparing transcriptions between cells with and without LINC00941 knockdown revealed 3229 differentially expressed genes involved in 44 biological processes, including the glycoprotein biosynthetic process, beta-catenin-TCF complex assembly, and histone modification. These results indicate that MAPK mediates the aberrant expression of lncRNAs. LINC00941 is the lncRNA by MAPK most consistently promoted, and is implicated in the dismal prognosis of pancreatic cancer. MAPK-associated lncRNAs may play pivotal roles in malignant phenotypes of pancreatic cancer, and as such might represent both potentially valid therapeutic targets and diagnostic biomarkers.

## 1. Introduction

Pancreatic cancer is one of the leading causes of cancer death [1,2]. Despite advancements in diagnostic and therapeutic techniques, the 5-year survival rate of patients with pancreatic cancer remains less than 10% [1,2]. This dismal prognosis highlights an urgent need to develop sensitive diagnostic biomarkers as well as effective therapeutics. It is essential to understand the molecular pathogenesis of cancer in order to develop a molecular-oriented method of diagnosis and/or targeted therapy. Pancreatic cancer is characterized by constitutive activation of the mitogen-activated protein kinase/extracellular signal-regulated kinase (MAPK/ERK) pathway provoked by the prevailed *KRAS* mutation. The activated MAPK translocates into the nucleus, phosphorylate various transcription factors, and alter the expression of downstream genes, which leads to diverse cellular responses [3]. The MAPK pathway is recognized as an important target for targeted molecular drugs for which many drugs have been developed and clinically applied, such as sorafenib, trametinib, cobimetinib, and selumetinib, although unfortunately these drugs have not proven clinically effective for pancreatic cancer [4,5]. To overcome this refractoriness and to develop efficient therapies for pancreatic cancer, more knowledge of pathobiological effects of MAPK activation is needed.

Long non-coding RNAs (lncRNAs) are non-coding RNAs greater than 200 nucleotides [6]. Recent advancements in high-throughput genomic technologies have elucidated the implications of previously unannotated non-protein coding transcripts, namely, small nuclear RNAs, small nucleolar RNAs, microRNAs (miRNAs), and lncRNAs, in various disease settings. LncRNAs have been recognized as critical regulators for various biological processes, including DNA replication, transcription, RNA splicing, translation, and epigenetic regulation [6,7]. Moreover, many studies have demonstrated that lncRNAs play important roles in the development and progression of various cancers, including pancreatic cancer, and the aberrant expression of lncRNAs can be a prognostic biomarker [6,7]. However, the mechanism of aberrant expression of lncRNAs in cancer is largely unknown. The expression of genes is primarily controlled by the functions of signal transduction pathways. We previously uncovered that a number of miRNAs are downstream targets of MAPK, and that these are implicated in cell proliferation and survival by modulating certain effector genes in pancreatic cancer [8]. Furthermore, these miRNAs represent useful serum biomarkers to discriminate pancreatic cancer from benign diseases [9]. Hence, we hypothesized that the MAPK signaling pathway would play a significant role in the aberrant expression of lncRNAs involved in pancreatic cancer. In this study, we explore lncRNAs associated with MAPK activity in pancreatic cancer cells, their clinical impacts, and the mechanism of their implications.

## 2. Materials and Methods

### 2.1. Methodological Flowchart

A methodological flowchart of this study is depicted in Supplementary Figure S1.

### 2.2. Cell Lines

Established human pancreatic cancer cell lines MIA PaCa-2, AsPC-1, and PCI-35 were used in this study. MIA PaCa-2 and AsPC-1 were obtained from American Type Culture Collection (Manassas, VA, USA) and cultured as instructed by the supplier. PCI-35 was provided by Dr. Hiroshi Ishikura and cultured as described in the original publication [10].

### 2.3. Inhibition of MAPK

The pancreatic cancer cells were seeded in 100-mm culture dishes at 5 × 10^5^ cells per dish with an appropriate culture medium containing 10% FBS, then cultured under 37 °C in 5% CO_2_ with the appropriate humidity. After 24 h, the medium was replaced with a medium containing U0126 (Sigma-Aldrich, St. Louis, MO, USA), a MAP2K inhibitor, dissolved in dimethyl sulfoxide (DMSO) at a final concentration of 10 μmol/L, or replaced with a medium containing the same volume of DMSO without U0126 as a control. After 24 h, RNA isolation and protein extraction were carried out.

### 2.4. Immunoblotting

Cells were lysed in RIPA buffer (Sigma-Aldrich) supplemented with inhibitors of proteinases and phosphatases (Complete Mini and PhosSTOP; Roche Diagnostics, Rotkreuz, Switzerland). The cell lysate with 20 μg of protein was electrophoresed in a 10–20% gradient polyacrylamide gel (DRC, Tokyo, Japan) and transferred to Clear Blot Membrane-p (ATTO, Tokyo, Japan). The blot was blocked using PBS with 0.1% Tween-20 containing 2% bovine serum albumin or 0.8% ECL Prime Blocking Reagent (GE Healthcare, Chicago, IL, USA). Primary antibodies employed were monoclonal anti-MAP kinase, activated (diphosphorylated ERK1 and 2) (clone MAPK-YT; 1:3000; Sigma-Aldrich), a monoclonal anti-p44/42 MAPK (Erk1/2) (clone 137F5; 1:1500; Cell Signaling Technology, Danvers, MA, USA), and monoclonal anti-beta actin (clone AC-15; 1:2000; Sigma-Aldrich). The secondary antibodies employed were a horseradish peroxidase (HRP)-conjugated anti-mouse immunoglobulin (1:30,000; GE Healthcare) or an HRP-conjugated anti-rabbit immunoglobulin (1:10,000; Cell Signaling Technology). These antibodies were diluted with Can Get Signal (TOYOBO, Osaka, Japan) according to the manufacturer’s instructions. Signals were visualized by the reaction with ECL Prime Detection Reagent (GE Healthcare) and digitally processed using an LAS 4000 mini-CCD camera system (Fuji Photo Film, Tokyo, Japan).

### 2.5. Whole Transcriptome Sequencing

Total RNA was isolated using the RNeasy Mini Kit (QIAGEN, Hilden, Germany) according to the manufacturer’s instruction. The isolated RNA was constructed into a fragment library using TruSeq Stranded Total RNA LT Sample Prep Kit Gold (Illumina, San Diego, CA, USA). Constructed libraries were subjected to total transcriptome enrichment using a NovaSeq 6000 S4 Reagent Kit. The prepared transcriptome libraries were sequenced on an Illumina NovaSeq 6000 platform using the paired-end sequencing method. All procedures were performed according to the manufacturer’s instructions. Reads were aligned to GRCh38 using HISAT2. Around one hundred million reads were mapped per sample. Known genes and transcripts were assembled with StringTie based on the reference genome model. We utilized the FPKM value of known genes obtained through StringTie analysis to detect the differentially expressed lncRNA. During data preprocessing, low-quality transcripts were filtered out. Afterward, log2 transformation of FPKM+1 and quantile normalization were performed. Genes showing two-fold or more changes in expression by MAPK attenuation or LINC00941 knockdown were interpreted as significant.

### 2.6. Quantitative Reverse Transcription-Polymerase Chain Reaction (qRT-PCR)

Complementary DNA (cDNA) was synthesized using the total RNA and High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, CA, USA). Then, the quantitative reverse transcription-polymerase chain reaction (qRT-PCR) of *LINC00941* was performed using TaqMan Gene Expression Assay, TaqMan Fast Advanced Mix, and ABI 7500 Sequence Detection System (Applied Biosystems). Expression levels were calculated by the ∆∆Ct method using *GAPDH* level as an endogenous control. Similarly, qRT-PCR of *E2F7, F3*, and *CD82* with an endogenous control *B2M* was performed using primers listed in Supplementary Table S1 and the PowerUp SYBR Green Master Mix (Applied Biosystems). All procedures were performed according to the manufacturer’s instructions.

### 2.7. TCGA Open-Access Database Analysis

RNA-Seq data were downloaded from The Cancer Genome Atlas (TCGA) portal (https://portal.gdc.cancer.gov accessed on 4 October 2020) for pancreatic cancer patients whose clinical data were available. The data of 177 primary tumor tissues and four normal pancreatic tissues were analyzed. To investigate the correlation between the expression level and overall survival, we divided 177 cases into a high expression group (*n* = 86) and a low expression group (*n* = 86), excluding cases with a median value, for each gene.

### 2.8. Promoter Assay

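The genomic part of the forward primer (TTCTGTCCAACAAATTCCTCTCC) and that of the reverse primer (CCCATCCGGCTCTCAGAAGTG) each matched 1 place on chromosome 12 of GRCh38. Together they bound a region from 30792079 to 30795802, on the plus strand, of 3724 bp. RefSeq places LINC00941, a long intergenic non-coding RNA gene of the plus strand, from 30795681 to 30802711, so that the last 122 bp of the region lie inside the RefSeq gene. In the GENCODE annotation, LINC00941 starts further upstream, with an exon numbered 1 from 30755167 to 30755271, and CAPRIN2 covers the region on the minus strand (30709552 to 30823302). The G and C content of the region is 48.6% with 62 CpG dinucleotides, and that of its last 1000 bp is 54.4% with 35 CpG dinucleotides.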

A candidate promoter region spanning 3720 base pairs (bp) adjacently upstream of *LINC00941* (NR_040245 in Refseq (https://www.ncbi.nlm.nih.gov/refseq/ accessed on 18 March 2020)) was amplified using a KOD-FX NEO DNA Polymerase Kit (TOYOBO) with the paired primers 5′-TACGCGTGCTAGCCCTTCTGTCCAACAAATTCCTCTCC-3′ and 5′-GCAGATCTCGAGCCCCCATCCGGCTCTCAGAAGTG-3′, including a portion of vector sequence for in-fusion cloning and human genomic DNA as a template in the following condition: initial denaturation for 2 min at 94 °C, 40 cycles of reactions comprising 40 s at 98 °C, 30 s at 65 °C, and 3 min and 42 s at 68 °C, then a final extension for 2 min at 68 °C. The amplified product was purified with a High-Pure PCR Product Purification Kit (Roche) and cloned into the reporter vector, pGL3-Basic (Promega, Madison, WI, USA), with an In-Fusion HD Cloning Kit (TaKaRa, Shiga, Japan) according to the manufacturer’s instructions. The cloned vector was confirmed by DNA sequencing.

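The ELK-1 primer covers chromosome 12 of GRCh38 from 30792162 to 30792202, near the upstream end of the cloned region, where the reference sequence is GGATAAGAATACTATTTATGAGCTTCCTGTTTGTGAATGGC. The consensus CTTCC lies there from 30792184 to 30792188, and the primer changes C26T and C27T, with positions counted from 1 at the 5′ end of the primer. The ETS-1 primer covers 30794287 to 30794324, where the reference is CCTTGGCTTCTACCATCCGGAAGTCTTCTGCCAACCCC. The consensus CGGAA lies from 30794304 to 30794308, and the changes are G19A and G20A, counted the same way. CGGAA occurs 1 time on the plus strand of the cloned region. CTTCC occurs 5 times there, 3 of them in the last 1000 bp, so that the ELK-1 primer changes 1 of 5 copies on the plus strand. Copies on the minus strand were not counted. The ETS-1 site holds GGAAG, which reads CTTCC on the minus strand, so the ETS-1 primer changes such a copy as well. Both sites lie upstream of the RefSeq start of LINC00941.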

Reporter vectors harboring mutated sequences of the consensus binding sites of ELK-1 and ETS-1 transcription factors were generated by site-directed mutagenesis performed with a QuikChange Ⅱ Site-directed Mutagenesis kit (Agilent Technologies, Santa Clara, CA, USA) and the mutagenic primers 5′-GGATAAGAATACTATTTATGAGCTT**TT**TGTTTGTGAATGGC-3′ for ELK-1 and 5′-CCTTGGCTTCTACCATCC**AA**AAGTCTTCTGCCAACCCC-3′ for ETS-1, respectively, with mutations at the underlined two bases according to the manufacturer’s instructions. The constructed vectors were verified by DNA sequencing.

AsPC-1 cells were seeded in a 6-well plate at 3 × 10^4^ cells per well and cultured with RPMI1640 with 10% FBS. Subsequently, the cells were subjected to culture in the following two conditions to activate MAPK pathway. (1) Transfection with the active MAP2K vector assay: 24 h after seeding, 0.5 μg of either of the constructed reporter vectors, 0.05 μg of phRL-TK vector (Promega), and 0.5 μg of a plasmid expressing the active MAP2K1/MEK (MAP2K1D44-51/S218E/S222E) [11] or pcDNA3.1 V5/HisA (empty vector) were co-transfected using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) reagent according to the manufacturer’s instruction. The transfected cells were maintained for 48 h. (2) FBS starvation assay: 24 h after seeding, the medium was changed to RPMI1640 without FBS. After an additional 24 h, 0.5 μg of either cloned reporter vectors and 0.05 μg of phRL-TK vector (Promega) were co-transfected. Then, 24 h after the transfection (48 h after FBS starvation), the 10% FBS was added or not added. The transfected cells were maintained for 24 h.

The cells were then washed with PBS and lysed in Lysis buffer (Promega). A dual luciferase assay using a Dual Luciferase Assay Kit (Promega) and Centro LB960 (Berthold, Bad Wildbad, Germany) was performed according to the manufacturers’ instructions.

### 2.9. Cell Proliferation Assay with Altering LINC00941 Expression

Cells were seeded in 96-well plates at 3 × 10^3^ per well for MIA PaCa-2 and AsPC-1 or at 1 × 10^3^ per well for PCI-35. Twenty-four hours after seeding, the cells were transfected with small interfering RNAs (siRNAs) for *LINC00941* (si#1, sense: 5′-GCCUCCAUAUUCAUGAACUtt-3′, antisense: 5′-AGUUCAUGAAUAUGGAGGCtg-3′, si#2, sense: 5′-CCAUUCAGCCUUGAACAUUtt-3′, antisense: 5′-AAUGUUCAAGGCUGAAUGGtc-3′, Thermo Fisher Scientific, Waltham, MA, USA) or Silencer Select Negative Control (Thermo Fisher Scientific) at 200 nmol/L using Oligofectamine Transfection Reagent (Invitrogen) according to the manufacturer’s instructions. Then, 24 h after transfection, the expression of *LINC00941* was assayed by qRT-PCR. A colorimetric cell proliferation assay employing 0.05% MTT (Sigma) was carried out as described previously [12]. For the proliferation assay with forced expression of *LINC00941*, full-length *LINC00941* cDNA was cloned into the pcDNA6/*myc*-HisA vector (Invitrogen). The cloned vectors were verified by DNA sequencing. The cells were transfected with the cloned vector or the empty vector at 1 ng/μL using Lipofectamine3000 Transfection Reagent (Invitrogen) according to the manufacturer’s instructions. Finally, 24 h after transfection, the expression of *LINC00941* was assayed by qRT-PCR, and an MTT assay was carried out in the same way.

### 2.10. RNA-Seq Data Analysis

iDEP (http://bioinformatics.sdstate.edu/idep/ accessed on 3 December 2020) was used for hierarchical clustering [13]. Metascape (http://metascape.org/ accessed on 3 December 2020) was used for the gene set enrichment analysis [14]. A gene list for analysis was generated from transcriptome sequencing analysis with the knockdown of *LINC00941*, with a total of 3229 genes showing aberrant expression and 994 genes showing aberrant expression in common between two siRNA conditions compared with the control condition.

### 2.11. Statistical Analysis

Every experiment was conducted at least twice. Statistical analyses were performed using Microsoft Excel for Mac (ver.16.43 (20110804)) and R for Mac (R 3.5.2 GUI 1.70 El Capitan build (7612)). A Student’s *t*-test was performed for comparisons between homoscedastic and parametric two groups. A Welch’s *t*-test was performed for comparisons between non-homoscedastic and parametric two groups. Kaplan–Meier survival curves were drawn, and a Log-rank test was performed to compare overall survivals between two groups. Spearman’s rank correlation test was used to determine the significance of two nonparametric variables, and *p* values less than 0.05 were considered statistically significant.

### 2.12. Data Availability

The RNA-Seq data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE216708 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216708 accessed on 18 March 2020) and GSE216710 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216710 accessed on 18 March 2020).

## 3. Results

### 3.1. LncRNAs Associated with MAPK

To uncover lncRNAs modulated by the MAPK/ERK pathway in pancreatic cancer, we carried out comparative transcriptome sequencing assays using the pancreatic cancer cell lines MIA PaCa-2, AsPC-1, and PCI-35 with or without attenuation of MAPK by U0126, a MAP2K inhibitor (Figure 1A). The transcriptome sequencing revealed that 2383 lncRNAs were evidently expressed in the cell lines in total (Supplementary Table S2). Among them, 45 lncRNAs revealed two-fold or more changes in expression level upon the attenuation of MAPK in at least one of the three cell lines to the level of statistical significance (Supplementary Table S3). Among these, eight lncRNAs, namely, *CCDC18-AS1, LINC00941, LINC-PINT, NEAT1, PRR7-AS1, SNAI3-AS1, SNHG4,* and *SPRY4-IT1,* revealed two-fold or more changes in two or three cell lines. Then, *LINC00941* was found to be significantly down-regulated in all the three cell lines (Figure 1B). The downregulation of *LINC00941* by MAPK attenuation was validated by qRT-PCR (Figure 1C). The expression of *LINC00941* was higher in AsPC-1 than in MIA PaCa-2 or PCI-35 despite the modest level of phosphorylated ERK, which suggests that the expression of *LINC00941* might depend only on both MAPK activity and on other molecules.

### 3.2. Prognostic Impacts of lncRNAs Associated with MAPK

We examined the expression of lncRNAs uncovered to be associated with MAPK activity in pancreatic cancer tissues using the TCGA portal open-access database. We focused on the eight lncRNAs showing aberrant expression in two or three cell lines, in which *LINC00941* was found to be expressed significantly higher in tumor tissues than in normal tissues (Table 1, Figure 1D). In an analysis of the association with survival, the expression levels of *LINC00941*, *LINC-PINT*, *CCDC18-AS1*, and *SNAI3-AS1* were significantly correlated with overall survival of patients. *LINC00941* indicated poorer prognosis at higher expression, while the others indicated poorer prognosis at lower expression (Table 1, Figure 1E). 

### 3.3. LINC00941 Promoter Activity Associated with MAPK

The transcriptome sequencing analysis suggested that MAPK may positively regulate *LINC00941*. To determine whether *LINC00941* is directly promoted by MAPK, we performed a promoter assay. We hypothesized that an upstream CpG-rich region of *LINC00941* would play a promoter role; hence, we cloned the upstream region spanning 3720 bp of *LINC00941* into a reporter vector (Figure 2A). The reporter vector was transfected into the pancreatic cancer cell lines. Then, the activity of MAPK was modulated by the transfection of the constitutively active MAP2K vector or FBS starvation. We found that the upstream region had promoter activity tightly concordant with MAPK activity (Figure 2B).

Next, we searched for possible binding sites of transcription factors associated with MAPK in the active promoter region. With help from a web-based searching program for transcription factor-binding sites, Match (http://www.gene-regulation.com/cgi-bin/pub/programs/match/bin/match.cgi accessed on 18 March 2020), we found consensus binding sequences of the ELK-1 transcription factor CTTCC and ETS-1 transcription factor CGGAA in the region. We then constructed reporter vectors containing mutated sequences of the consensus binding site, i.e., CTTCC and CGGAA into CTTTT and CAAAA, respectively, and analyzed their promoter activities (Figure 2A). While the ETS-1 mutant vector showed significantly less activity, it did show a certain promoter activity compared to the wild-type sequence vector, while the ELK-1 mutant vector showed no significant alteration, indicating that ETS-1 is one of transcription factors significantly associated with the promoter activity of *LINC00941* (Figure 2C).

### 3.4. Effect of LINC00941 on Cell Proliferation

To determine the functional significance of *LINC00941* in pancreatic cancer, we examined whether cellular proliferation is altered by altering the expression of *LINC00941* in cultured pancreatic cancer cells. Transfection of siRNAs targeting *LINC00941* induced significant suppression of endogenous expression of *LINC00941* in all examined cell lines (Figure 3A). In vitro proliferation assays showed that proliferation of MIA PaCa-2 and AsPC-1 were inhibited by the suppression of *LINC00941*, while that of PCI-35 was not changed (Figure 3B–D). On the other hand, transfection of the pcDNA vector harboring the full-length *LINC00941* cDNA induced overexpression of *LINC00941* and upregulation of cell proliferation in all of the examined cell lines (Figure 3E–H). The inconsistent results in PCI-35 might be due to feedback effects involving unknown molecules.

### 3.5. Target Genes of LINC00941

To investigate downstream targets of *LINC00941*, we performed a comparative transcriptome sequencing analysis of AsPC-1 with or without *LINC00941* knockdown, because AsPC-1 showed the most robust endogenous expression of *LINC00941* with the largest difference in *LINC00941* expression by siRNA-mediated knockdown. 

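AsPC-1 is an epithelial cell line established from the ascites of a patient with pancreatic ductal adenocarcinoma. Total RNA was sequenced from 3 cultures, 1 library per condition: cells transfected with a non-targeting siRNA (siNC), with si#1 or with si#2. The siRNAs were used at 200 nM and the cells were collected 24 h after transfection. The libraries were made with a stranded total RNA kit that depletes ribosomal RNA, aligned to GRCh38 with HISAT2 and assigned to known genes with StringTie by the authors. The deposited table lists 16463 genes with at least 1 read in every library, with read counts, TPM, a unit corrected for transcript length and depth, and quantile-normalized log2 values. The read counts summed to 88690997 for siNC, 92510692 for si#1 and 90867405 for si#2, and the 10 most abundant genes took 10.5%, 11.6% and 12.7% of them. The methods give a larger rounded number of mapped reads per sample. The values below use the reads assigned to the listed genes.

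Fold changes were computed as differences of log2(read count + 1) after quantile normalization over the listed genes, which differed from the authors' normalized values by at most 5e-09. The methods name FPKM, whereas the columns headed FPKM held the read counts of the same library for all 16463 genes. A gene was called changed at a 2-fold difference from siNC. As an alternative, log2(TPM + 1) was quantile-normalized in the same way, and all values given on log2(TPM + 1) are so normalized. By construction, adding 1 to a TPM near or under 1 shrinks its fold change, so a gene of low TPM can miss 2-fold there. With 1 library per condition, no difference has a replicate check, and the 95% intervals given for log2 fold changes (exact, Clopper-Pearson, for the ratio of 2 read counts) cover counting error only. Both siRNAs were compared with the same siNC library, so chance values of that library enter both fold changes. Quantile normalization gives genes of equal rank equal values, so a log2 fold change of 0 for an abundant gene such as GAPDH (3031, 2871 and 2819 TPM in siNC, si#1 and si#2) reflects its rank. B2M, the reference gene for the qRT-PCR of E2F7, F3 and CD82, had log2 fold changes of 0.11 with si#1 and -0.01 with si#2.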

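LINC00941 was lower with each siRNA than with the non-targeting siRNA. It had 1551 reads (13.5 TPM) in siNC, 214 reads (1.65 TPM) with si#1 and 273 reads (2.04 TPM) with si#2. The log2 fold change against siNC was -2.89 (95% interval -3.11 to -2.69) with si#1 and -2.56 (-2.76 to -2.38) with si#2, which leaves 0.135 and 0.169 of the siNC level. The 19-base target of si#1, GCCTCCATATTCATGAACT, matched chromosome 12 of GRCh38 once, at 30800581 to 30800599 in a GENCODE exon numbered 4. That of si#2, CCATTCAGCCTTGAACATT, matched once, at 30801840 to 30801858 in an exon numbered 5. The exons were read over all GENCODE transcripts of the gene with 1 kept per number, so they need not belong to 1 transcript. CAPRIN2, which GENCODE annotates on the opposite strand over the same interval, did not change 2-fold, with log2 fold changes of 0.34 and 0.41. In RefSeq, whose genes the deposited counts list, CAPRIN2 spans 30709553 to 30754951 and does not overlap LINC00941. Whether reads were counted by strand is not given in the sources used here.

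**Figure D1:**
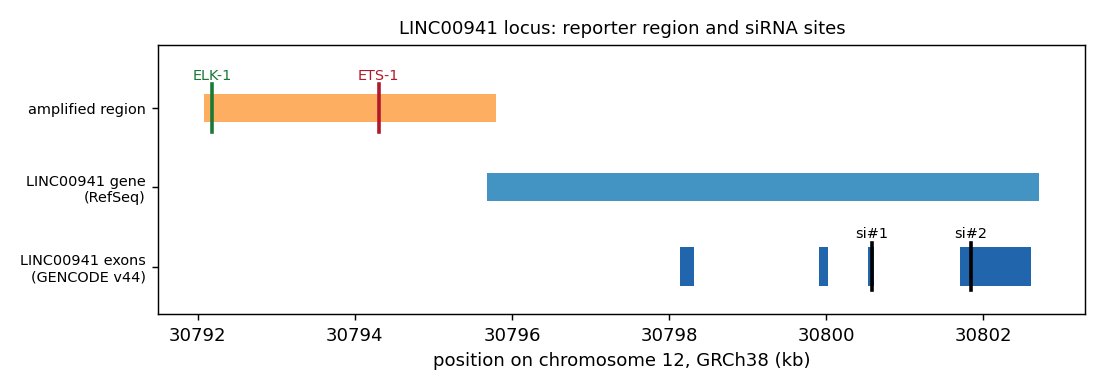
Map of the LINC00941 locus on chromosome 12 of GRCh38 (position in kb), with the region amplified for the reporter vector, the mutated ELK-1 and ETS-1 sites, the RefSeq gene, the GENCODE exons in the plotted interval and the target sites of si#1 and si#2. The amplified region ends 122 bp inside the RefSeq gene, and the siRNA sites lie in exons numbered 4 and 5. The exons drawn need not belong to 1 transcript.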

We analyzed genes differentially expressed between a negative control (non-specific siRNA) and the knockdown of *LINC00941* with si#1 or si#2. The scheme of processing data obtained by total transcriptome sequencing is drawn in Figure 4A. In 16,463 genes expressed in AsPC-1, we found that 3229 genes showed two-fold or more changes with modulation of *LINC00941*. 

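Of the 16463 genes, 3038 differed 2-fold or more from siNC with at least 1 of the siRNAs. With si#1, 859 genes rose and 1120 fell, and with si#2, 904 rose and 1181 fell. Lists of marker genes fixed before the data were examined show what these cells expressed. Of 20 measured epithelial markers, the desmosomal gene PKP3 rose with both siRNAs (log2 fold change 1.06 with si#1 and 1.41 with si#2) and the mucin MUC1 fell (-1.73 and -1.55). The count of 2 lies at percentile 94.7 of random lists matched on expression. None of 10 measured mesenchymal genes, 21 genes of the TGF-beta and SMAD pathway, 22 glycolysis genes or 43 S phase genes passed 2-fold with both siRNAs. The TGF-beta receptor gene TGFBR2 (-0.99 and -1.33) did so under TMM, DESeq2 size factors, total count and log2(TPM + 1). The median log2 fold changes of the mesenchymal genes were 0.23 and 0.21 (percentiles 88.35 and 83.2). For the 7 of them with a mean of at least 100 reads they were 0.44 and 0.43 (percentiles 99.6 and 99.2). The median log2 fold changes of the S phase genes were 0.10 and -0.11 (percentiles 72.8 and 3.29). Among 54 genes of the G2 and M phases, MKI67, which encodes the proliferation marker Ki-67, fell by 1.42 with si#1 and fell by 1.48 with si#2 on the log2 scale. That count of 1 lies at percentile 57.5, and the medians of these genes were 0.05 and -0.18 (percentiles 36.5 and 0.12). Of 22 interferon-stimulated and double-stranded RNA sensing genes, OAS2 fell (-1.26 and -1.67), a count at percentile 51.3. On log2(TPM + 1), PKP3 and OAS2 were under 2-fold with at least 1 siRNA.

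Between the 2 siRNAs themselves, 1355 genes differed 2-fold or more. In 100 simulations of unchanged libraries with a spread estimated between si#1 and si#2, a mean of 1971 genes (1859 to 2061) passed 2-fold against siNC with at least 1 siRNA. With Poisson counts, which hold counting error alone, a mean of 563 (506 to 613) did. Between si#1 and si#2, a mean of 1210 genes (1144 to 1296) differed 2-fold in the former simulations, under the 1355 observed. They hold less spread than the data, so an excess over them can be overstated. Of the genes analysed, 3512 had a mean of under 50 reads. On log2(TPM + 1), 581 genes passed 2-fold with at least 1 siRNA, and with a mean of at least 100 reads 1055 did.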

A hierarchical clustering heatmap suggests the similarity between two siRNA conditions (Figure 4B). Among them, 416 and 578 genes were significantly up-regulated and down-regulated in common between the two siRNA conditions, respectively, compared with the negative control (Supplementary Tables S4 and S5). 

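Some genes moved by nearly the same amount with both siRNAs. NEAT1, a nuclear long non-coding RNA that is among the MAPK-associated lncRNAs of Table 1, had log2 fold changes of -1.56 (95% interval -1.63 to -1.50) with si#1 and -1.57 (-1.63 to -1.51) with si#2 (-0.82 and -1.05 on log2(TPM + 1)), and YWHAH, which encodes a 14-3-3 protein, had 1.78 (1.73 to 1.84) and 1.77 (1.72 to 1.83). Others followed 1 siRNA. ANXA2, an annexin named in the Discussion, fell by 1.66 with si#1, against -0.45 with si#2, and the glycolytic enzyme gene ALDOA rose with si#1 (1.49), against -0.11 with si#2. Across the 16463 genes, Pearson's r of the normalized values was 0.989 between si#1 and si#2, 0.984 between siNC and si#1 and 0.983 between siNC and si#2, and average-linkage clustering joined si#1 and si#2 first. Genes are not independent replicates, so these r have no p-value.

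By the same rule applied to each library in turn, 994 genes stood 2-fold or more from both other libraries in siNC, 558 in si#1 and 538 in si#2. Among the 12106 genes with a mean of at least 100 reads these counts were 391, 54 and 71. The log2 fold changes with si#1 and si#2 had an r of 0.664 across genes, beside a mean of 0.502 (0.478 to 0.522) in the simulations of unchanged libraries against the shared siNC library. Their covariance was 0.318, against 0.145 in those simulations.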

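With both siRNAs, 416 genes rose and 578 fell 2-fold or more against siNC, whereas on log2(TPM + 1) 47 rose and 144 fell. Of the 10 genes with the largest rise, ranked by the smaller of the 2 changes among genes with a mean of at least 100 reads, CHPF (log2 fold change 1.90 with si#1 and 2.19 with si#2) and PXYLP1 (2.35 and 1.73) act in chondroitin and heparan sulfate synthesis and FUT1 (2.11 and 1.73) is a fucosyltransferase. CPT1B (2.86 and 1.82), a mitochondrial carnitine palmitoyltransferase, PPP1R3G (2.24 and 2.11), a subunit of the phosphatase that acts on glycogen enzymes, GPRASP2 (2.97 and 1.85) and the transcription factor gene ZBTB46 (1.78 and 1.96) also rose, as did YWHAH. Of the 10 with the largest fall, LINC00941 itself was the second. BIRC3, which encodes an inhibitor of apoptosis, fell from 12247 reads in siNC to 3121 and 2187 (95% interval of the log2 fold change -2.06 to -1.94 with si#1 and -2.54 to -2.41 with si#2). The membrane mucin MUC17 (-2.15 and -1.96), coagulation factor V (F5, -2.10 and -2.36), cyclin K (CCNK, -2.07 and -2.67) and the deubiquitinase gene USP46 (-2.40 with si#1) fell as well, as did the lncRNA LOC100190986 (-2.20 and -2.23) and NPIPB4 (-2.13 and -2.06), a member of a family of near-identical genes that can share reads.

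CHURC1-FNTB (4.16 and 4.64) and TEN1-CDK3 (1.73 and 2.57) among the genes that rose, and SERF2-C15ORF63 (-2.79 and -2.80) and COMMD3-BMI1 (-2.39 and -4.85) among those that fell, are readthrough genes that share exons with their neighbors, so that their counts depend on how reads were divided. Of the genes that rose, 274 were protein-coding and 61 lncRNA. Of those that fell, 306 were protein-coding, 135 pseudogenes and 61 lncRNA. A mean of under 50 reads was found for 248 of the genes that rose and 270 of those that fell. On log2(TPM + 1), CPT1B, FUT1, NPIPB4, PPP1R3G, PXYLP1, TEN1-CDK3 and ZBTB46 were under 2-fold with at least 1 siRNA. The TPM of FUT1, PPP1R3G and ZBTB46 stayed under 1 in each library (0.154, 0.608 and 0.453 in siNC, si#1 and si#2 for FUT1). Adding 1 to such values keeps any fold change under 2 before normalization, so for them this outcome was fixed.

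In 315 of the genes that rose and 508 of those that fell, both counting intervals excluded no change. In 100 simulations of unchanged libraries against the shared siNC library, 269.9 genes on average (233 to 314) rose and 178 (143 to 215) fell with both siRNAs, and with Poisson counts 78.1 (56 to 105) rose and 40.1 (26 to 57) fell. Independent lists would share 47.2 and 80.3 genes. With a mean of at least 100 reads, 124 genes rose and 267 fell, against simulated means of 18.6 (11 to 33) and 9.29 (3 to 19). An edgeR quasi-likelihood fit with the siRNAs pooled called no gene at an adjusted p under 0.05, and 2958 at an unadjusted p under 0.05. The matching DESeq2 Wald test called 1193 genes at an adjusted p under 0.05, 406 of them up and 787 down, and gave no adjusted p for 4469 genes. Of the genes it called, 99 up and 236 down were also 2-fold with both siRNAs. The paper states that it identified potential target genes of LINC00941 tied to various biological processes.

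**Figure D2:**
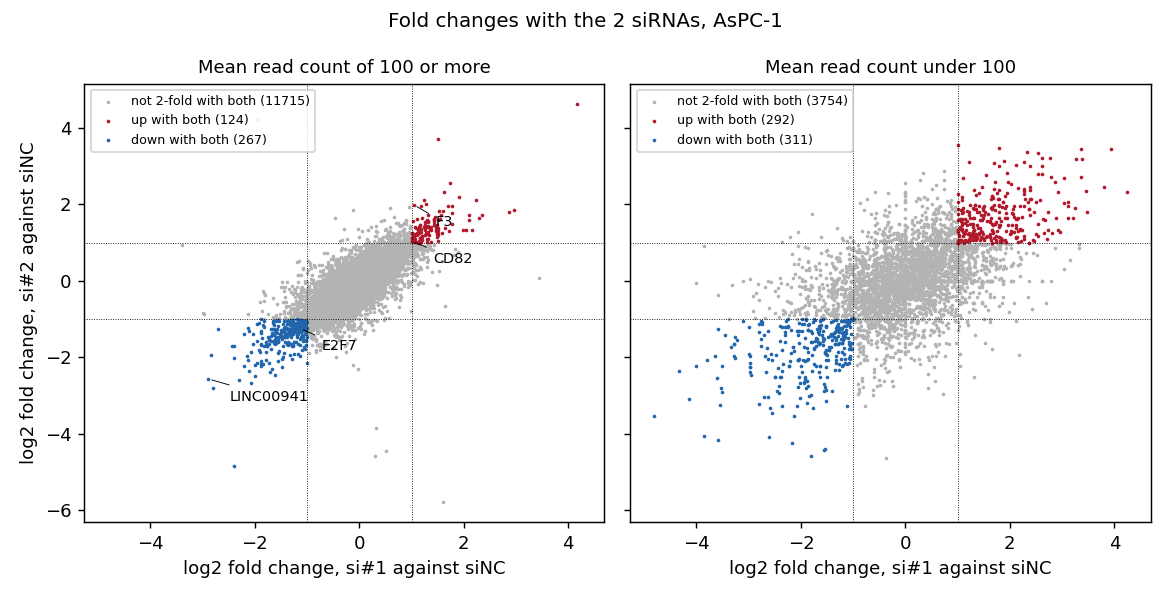
Log2 fold change against siNC with si#1 (horizontal axis) and with si#2 (vertical axis) for genes with a mean read count of 100 or more (left) and under 100 (right), 1 point per gene, with dotted lines at 2-fold. Genes up with both siRNAs are in red (124 left, 292 right) and genes down with both in blue (267 left, 311 right), and LINC00941, E2F7, F3 and CD82 are marked.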

Metascape enrichment analysis using GO BP terms showed that the genes modulated by *LINC00941* were associated with 44 biological processes, including glycoprotein biosynthetic process, beta-catenin-TCF complex assembly, and histone H3-K4 monomethylation. 

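Of 23 measured members of the beta-catenin-TCF transcription complex, 7 fell with both siRNAs. They include the beta-catenin coactivators BCL9L (log2 fold change -2.44 with si#1 and -1.70 with si#2) and BCL9 (-1.44 and -1.06), the DNA-binding factor TCF7L2 (-1.78 and -2.07), and the acetyltransferase genes EP300 (-1.61 and -1.63) and CREBBP (-1.85 and -1.16). TRRAP, a scaffold of acetyltransferase complexes, fell from 79964 reads in siNC to 31331 and 33215. The acetyltransferase gene KAT5 rose (1.27 and 1.26). In 10000 random lists of the same size matched on expression, 0.86 members on average passed 2-fold with both, and the count of 8 lies at percentile 100. The random lists were not matched on transcript length or GC content. A trend with these 2 held 9.04% of the variance of the si#1 fold changes and 16.2% with si#2. Its share in this and the other list percentiles was not tested. The median of the list was -0.06 with si#1 and -0.17 with si#2 (percentiles 15.6 and 4.66). Of 22 genes of histone H3-K4 methylation, 6 fell and none rose (0.6 on average in random lists, percentile 100). These were the methyltransferase genes KMT2A (-1.88 and -1.64), KMT2C (-1.44 and -1.43), KMT2D (-1.74 and -1.52), which is also in the first list, KMT2E and SETD1B, and the coactivator gene NCOA6 (-1.51 and -1.38). The median of this list was -0.15 and -0.38 (percentiles 2.84 and 0.04). Of 15 transcriptional targets of Wnt and beta-catenin signaling, KREMEN1 rose and LGR5 fell (percentile 91.6). The median of these targets was -0.40 with si#1 and 0.12 with si#2 (percentiles 0.21 and 68.9). With a mean of at least 100 reads, LGR5 and NKD1 fell and none of 14 rose (medians -0.47 and -0.11, percentiles 0.05 and 17.35).

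Genes of glycoprotein synthesis went in both directions. Of 33 enzymes on the O-glycosylation list, which is not limited to mucin-type O-glycans and also holds FUT8, FUT1, GCNT1 and GALNT18 rose with both siRNAs. ST6GALNAC1 fell (percentile 94.1). The last 3 had at most 69 reads in any library. Of 43 enzymes of N-linked glycosylation, MOGS, the first glucosidase of N-glycan trimming, rose (1.42 and 1.46) and the galactosyltransferase gene B4GALT1 fell (-1.32 and -1.26), at percentile 82.8. The terms were found by the study on these libraries, so the counts in matching lists are not independent evidence. On log2(TPM + 1), BCL9, CREBBP, KMT2E, SETD1B, NCOA6, KREMEN1, LGR5 and the 4 genes of O-glycosylation no longer passed 2-fold with both siRNAs. For genes of low TPM, such as FUT1, the added 1 alone can bring this about. GCNT1 also fell short of 2-fold with si#2 under each other scaling.

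**Figure D3:**
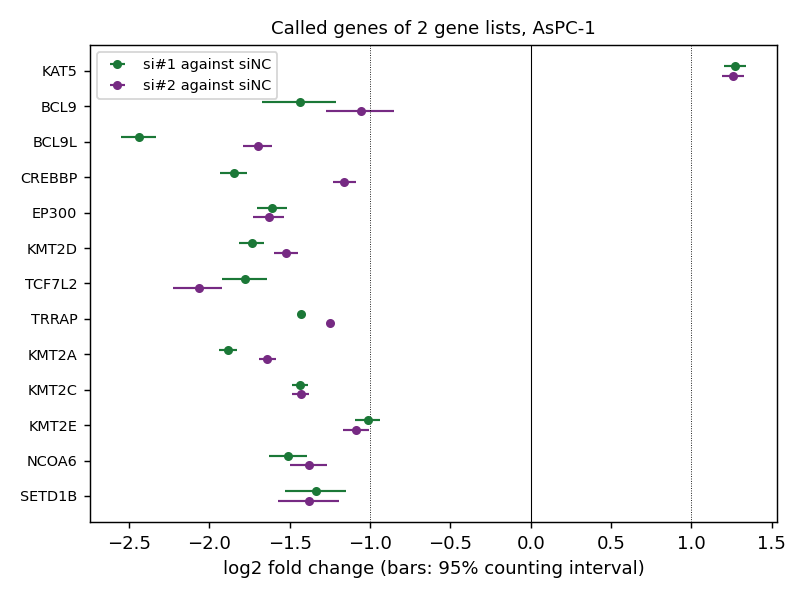
Log2 fold changes against siNC of the genes of the beta-catenin-TCF list and the histone H3-K4 methylation list that passed 2-fold with both siRNAs, with si#1 in green and si#2 in purple. Bars are 95% counting intervals, dotted lines mark 2-fold, and KAT5 is the 1 gene to the right of 0.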

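Other gene lists that match processes of the enrichment analysis also held members that passed 2-fold with both siRNAs. Of 9 UGT1A genes, which encode UDP-glucuronosyltransferases, UGT1A5, UGT1A6, UGT1A7 and UGT1A9 fell and none rose, and the median log2 fold change was -1.25 with si#1 and -1.88 with si#2 (percentiles 0.01 and 0). UGT1A7 had 531 reads in siNC, 228 with si#1 and 144 with si#2. These genes share exons, so their reads cannot be told apart fully. Of 9 bitter taste receptor genes (TAS2R), 6 fell and none rose (medians -1.74 and -2.06, percentiles 0.02 and 0), each with at most 80 reads in any library. Of 35 enzymes of heparan, chondroitin and hyaluronan synthesis, CHPF, the heparan sulfate sulfotransferase gene HS6ST1 (log2 fold change 1.59 and 1.84) and CHST7 (2.01 and 1.29) rose and DSEL (-1.20 and -1.34) fell, a count at percentile 97.0. Among the 32 with a mean of at least 100 reads, CHPF and HS6ST1 alone passed, a count at percentile 84.4. Of 31 genes of protein acylation, a list of acetyltransferases, their subunits and some palmitoyltransferases that shares members with the beta-catenin-TCF list, EP400 (-1.37 and -1.59), BRPF3 and the palmitoyltransferase gene ZDHHC21 fell beside CREBBP, EP300 and TRRAP, and KAT5 rose (0.83 on average in random lists, percentile 100). Of 19 Notch pathway genes, the coactivator genes MAML2 (-1.29 and -1.36) and MAML3 fell and DNER rose (percentile 85.5). None of 21 p53 pathway genes passed 2-fold with both siRNAs, with a median of 0.21 and 0.33 (percentiles 93.9 and 98.7). The TAS2R and UGT1A genes, CHST7, DSEL, EP400, ZDHHC21, BRPF3, MAML3 and DNER did not pass 2-fold with both siRNAs on log2(TPM + 1). There the added 1 shrinks the changes of any genes of low TPM by construction.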

The top twenty GO BP terms are shown in Figure 4C and Supplementary Table S6.

We compared the data from the transcriptome analyses of MAPK-attenuated and *LINC00941*-attenuated in AsPC-1. 

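In the LINC00941 knockdown libraries, E2F7 and SPRY4-IT1 fell 2-fold or more with both siRNAs, and CD82, F3, LOC100507291 and TNNC1 rose. E2F7, an atypical E2F factor that represses transcription (chromosome 12, 77021251 to 77065569), had log2 fold changes of -1.14 (95% interval -1.22 to -1.05) with si#1 and -1.24 (-1.33 to -1.15) with si#2. SPRY4-IT1, a lncRNA inside the SPRY4 gene (chromosome 5, 142317620 to 142318322), had -1.33 (-1.89 to -0.83) and -1.49 (-2.07 to -0.97), and SPRY4 itself -0.64 and -0.89. F3, which encodes tissue factor (chromosome 1, 94529173 to 94541759), had 1.04 (1.00 to 1.09) and 1.99 (1.95 to 2.03). The tetraspanin gene CD82 (chromosome 11, 44564409 to 44620358) had 1.00 (0.93 to 1.08) and 1.04 (0.97 to 1.12). TNNC1, a troponin C gene (chromosome 3, 52451100 to 52454041), had 1.48 (0.72 to 2.40) and 1.64 (0.90 to 2.54), and the lncRNA LOC100507291 (chromosome 3, 139389803 to 139583319) had 1.13 (0.31 to 2.10) and 1.24 (0.44 to 2.20). The study chose these 6 genes partly on these libraries, so their directions are not independent evidence. The libraries with MAPK attenuation were not analysed here.

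E2F7 was the 1 member of 13 E2F factors and partners that passed 2-fold with both siRNAs (percentile 83.7 of matched random lists). Of 25 transcriptional output genes of MAPK signaling, the phosphatase gene DUSP5 rose from 14 reads in siNC to 47 and 63 and none fell (percentile 60.9), while EGR1 had log2 fold changes of -0.80 and -1.16. Of 21 genes of the RAS-MAPK cascade, MAPK3, which encodes ERK1, rose (1.46 and 1.48), and ELK4 (-1.85 and -2.18), NF1 (-1.35 and -1.31) and SOS1 (-1.26 and -1.33) fell (0.49 on average in random lists, percentile 99.9). Of the 8 lncRNAs of Table 1, LINC00941, NEAT1 and SPRY4-IT1 fell and PRR7-AS1 rose (percentile 99.9), a list chosen by the study. LINC00941 is the target of the siRNAs and SPRY4-IT1 was chosen partly on these libraries, so the percentile is not independent evidence. Table 1 gives NEAT1 as downregulated and PRR7-AS1 as upregulated by MAPK, whereas with LINC00941 knocked down NEAT1 fell and PRR7-AS1 rose.

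With edgeR's TMM normalization, CD82 was just under 2-fold with both siRNAs (0.981 and 0.998) and LOC100507291 with si#1 (0.98). On quantile-normalized log2(TPM + 1), each of the 6 genes was under 2-fold with at least 1 siRNA, E2F7 with si#1 (-0.93) and F3 with si#1 (0.93), and so were DUSP5, SOS1, NEAT1 and PRR7-AS1. In TPM itself, without the added 1 or quantile normalization, E2F7 (9.73, 4.04 and 3.54 in siNC, si#1 and si#2), SPRY4-IT1 and TNNC1 changed more than 2-fold with both siRNAs. F3, CD82 and LOC100507291 were under 2-fold in TPM with si#1. The added 1 shrinks the changes of SPRY4-IT1, LOC100507291 and TNNC1, which had at most 2.54 TPM.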

We found that six genes showed concordant alterations in expression in the two conditions: Downregulated genes were *E2F7* and *SPRY4-IT1*, while upregulated genes were *CD82*, *F3*, *LOC100507291*, and *TNNC1* (Table 2). TCGA database analysis revealed that *E2F7, CD82*, and *TNNC1* showed significantly higher expression in tumor tissues than in normal tissues (Table 2, Figure 4D). In addition, higher expression of *E2F7, F3*, and *CD82* were associated with poor prognosis (Table 2, Figure 4E). In addition, *E2F7, F3*, and *CD82* showed higher expression levels than *SPRY4-IT1, LOC100507291*, and *TNNC1* (Supplementary Tables S4 and S5). 

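E2F7, F3 and CD82 had more TPM than SPRY4-IT1, LOC100507291 and TNNC1 in each of the 3 libraries. F3 had 40.1 TPM in siNC, 74.4 with si#1 and 134 with si#2, CD82 had 15.9, 29.2 and 28.0 TPM, and E2F7 had 9.73, 4.04 and 3.54 TPM. SPRY4-IT1 had 2.54 TPM in siNC, 0.883 with si#1 and 0.805 with si#2, LOC100507291 had 0.416, 0.783 and 0.877 TPM, and TNNC1 had 0.425, 1.03 and 1.17 TPM. Over all libraries, the lowest value of the first 3 genes (E2F7 with si#2) was 1.39 times the highest value of the others (SPRY4-IT1 in siNC). In read counts, which are not corrected for transcript length, this ratio was 13.1. The siNC library had 18 reads of TNNC1 and 17 of LOC100507291, against 5567 of F3, 3369 of E2F7 and 2133 of CD82.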

We focused on *E2F7, F3*, and *CD82* and validated the transcriptome sequencing result by qRT-PCR. *E2F7* showed tightly allied expression with *LINC00941* expression, indicating that *LINC00941* directly regulates *E2F7* (Figure 4F,G). On the other hand, *CD82* and *F3* were upregulated in both knockdown and forced expression of *LINC00941*, suggesting that *LINC00941* may not directly regulate them (Supplementary Figure S2). The expression levels of *LINC00941* and *E2F7* were positively correlated in the TCGA data (Spearman’s rank correlation rho = 0.57, *p* < 2.2 × 10^−16^; Supplementary Figure S3). When the patients were divided into four groups according to levels of expression of *LINC00941* and *E2F7*, namely, low-*LINC00941* and low-*E2F7* (low/low), low-*LINC00941* and high-*E2F7* (low/high), high-*LINC00941* and low-*E2F7* (high/low), and high-*LINC00941* and high-*E2F7* (high/high), the overall survival was more favorable in the low/low group than the rest of groups, which suggests that low expression of both *LINC00941* and *E2F7* can be a biomarker predicting the favorable prognosis (*LINC00941* level/*E2F7* level, Log-rank test: low/low vs. low/high, *p* = 0.04; low/low vs. high/low, *p* = 3 × 10^−4^; low/low vs. high/high, *p* = 0.002, Supplementary Figure S3).

## 4. Discussions

This study identified lncRNAs associated with MAPK activity in pancreatic cancer cells. Transcriptome sequencing showed that 2383 lncRNAs were evidently expressed; among these, 45 lncRNAs were found to be significantly associated with MAPK activity. We determined that *LINC00941* was commonly promoted by MAPK in the examined pancreatic cancer cell lines. In TCGA data analysis, the high expression of *LINC00941* was associated with poor prognosis of patients with pancreatic cancer. The in vitro proliferation analysis showed that *LINC00941* promoted the proliferation of pancreatic cancer cells. Moreover, we identified that the 5′-upstream region spanning 3700-bp adjacent to exon 1 of *LINC00941* had promoter activity, which was indeed associated with MAPK activity. ETS-1, the downstream target gene of MAPK, was suggested to be one of the transcription factors involved in the expression of *LINC00941*. Furthermore, we identified potential target genes of *LINC00941* associated with various biological processes. These results indicate that MAPK regulates lncRNAs, and that *LINC00941* is one such regulated lncRNA associated with the poor prognosis of pancreatic cancer.

LncRNAs are a group of non-protein coding RNA molecules greater than 200 nucleotides [6], and have been proven to play important roles in cancer pathogenesis. LncRNAs function as guides of transcription factors, scaffolds of multiple molecules, and decoys of miRNA intervening interactions with target genes [6,7]. In cancers, lncRNAs are supposed to act as oncogenes and/or tumor suppressor genes, which may contribute to the development and progression of cancers [6,7]. There is great interest in identifying lncRNAs applicable to cancer biomarkers and/or therapeutic targets [15]. However, how lncRNAs are aberrantly expressed in cancer cells is largely unknown. Cancer-associated aberrant signaling pathways play a central role in the development and progression of cancer [16]. These aberrant signals modulate the expression of genes and alter the fate of cells. LncRNAs in cancers might be regulated by aberrant signaling pathways as well; therefore, we explored lncRNAs associated with MAPK in pancreatic cancer. Pancreatic cancer is characterized by constitutive activation of the MAPK pathway. Mutations of *KRAS* or *BRAF* and epigenetic abrogation of DUSP6 contribute synergistically to the constitutive activation of MAPK [3]. Active MAPK induces the expression of various genes that are thought to play roles in malignant phenotypes of pancreatic cancer. The downstream genes of MAPK are involved in the cell cycle and mitosis, DNA replication, receptor signaling, and transport. The downstream target genes of MAPK are not only protein-coding genes, they are noncoding RNA genes. We previously identified miRNAs preferentially associated with MAPK, namely, miR-7-3, miR-34a, miR-181d, and miR-193b, in which miR-7-3 is the oncogenic miRNAs, whereas miR-34a, miR-181d, and miR-193b are tumor-suppressive miRNAs. These miRNAs are useful as serum biomarkers to discriminate pancreatic cancer from benign diseases [8,9].

We uncovered 45 lncRNAs significantly associated with MAPK activity. Among them, *LINC00941* was consistently promoted by MAPK in the examined pancreatic cancer cell lines. *LINC00941* was associated with cell proliferation. Moreover, TCGA data analysis indicated that *LINC00941* was found to be upregulated in pancreatic cancer tissues and associated with poor survival of patients. Recent studies have demonstrated that *LINC00941* is involved in tumorigenesis and malignant phenotypes of several kinds of cancers, including pancreatic cancer. In pancreatic cancer, it has been reported that that *LINC00941* promotes cancer cell growth by enhancing aerobic glycolysis through modulation of the Hippo pathway [17]. Another study has demonstrated that *LINC00941* is associated with epithelial-mesenchymal transition (EMT), acting as a competitive endogenous RNA for miR-335-5p [18]. In other cancers, *LINC00941* is often highly expressed in tumor tissues compared to normal tissues. This higher expression is associated with poorer prognosis in hepatocellular carcinoma, lung adenocarcinoma, papillary thyroid carcinoma, gastric cancer, colorectal cancer, and oral squamous cell carcinoma [19,20,21,22,23,24,25]. Several studies in other cancers have suggested that *LINC00941* promotes the epithelial-to-mesenchymal transition (EMT) [18,19,23,24]. Yan et al. demonstrated that *lncRNA-MUF/LINC00941* activated EMT in hepatocellular carcinoma cells by interaction with the Annexin A2 (ANXA2) and miR-34a [19]. Wu et al. demonstrated that *LINC00941* activated EMT in colorectal cancer cells via activating the TGF-β/SMAD2/3 axis by directly binding the SMAD4 protein [23]. Furthermore, Ai et al. demonstrated that *LINC00941* promoted the growth of oral squamous cell carcinoma cells. They showed that EP300 activated *LINC00941* transcription and *LINC00941* promoted Wnt/β-catenin signaling with CAPRIN2 activation [24]. Therefore, *LINC00941* is indicated as one of the major onco-lncRNAs in various cancers, including pancreatic cancer. However, how the expression of *LINC00941* is modulated in cancer tissues has been unknown. In this study, we prove that the expression of *LINC00941* is tightly associated with MAPK activity in pancreatic cancer cells.

We identified the promoter region of *LINC00941*, which was actually associated with MAPK activity via ETS-1, not ELK-1, consensus binding site. ETS-1 is a member of the ETS transcription factor family, which is known to be a critical player in cancer pathogenesis as a mediator of MAPK signaling activity [26,27,28,29]. The relationship between the ETS family and lncRNAs has been proven by several studies, and it has been reported that ELK-1 induces the upregulation of lncRNAs and is associated with the growth of cancer cells [30,31]. On the other hand, lncRNAs are reported to be involved in regulating the ETS family [32,33]. Therefore, ETS-family molecules and lncRNAs seem to make up a feedback network, and our results consistently indicate that *LINC00941* can be modulated by ETS-1.

*E2F7* is likely to be one of the downstream targets of *LINC00941*. *E2F7* encodes transcription factor E2F7, which has been reported to be essential in regulating cell cycle progression [34]. *E2F7* has been reported to be highly expressed in pancreatic cancer tissues, and higher expression of *E2F7* was associated with the poorer prognosis [35,36]. Lu et al. suggested that lncRNA *CASC19* contributes to the progression of pancreatic cancer by modulating miR148b/*E2F7* axis [37]. Xu and Qi suggested that miR-10b inhibits invasion by migration of pancreatic cancer cells by regulating *E2F7* expression, and that the high expression of *E2F7* is associated with poor prognosis [38]. These previous studies and our study show that various ncRNAs are associated with regulating *E2F7*, which may play an important role in the malignant phenotype of pancreatic cancer.

The 45 lncRNAs associated with MAPK activity are likely to be implicated in the pathogenesis of pancreatic cancer. Indeed, *BLACAT1, CASC8, HCP5, LINC-PINT, SNHG1, SNHG9, SNHG12*, and *SPRY4-IT1* were detected as MAPK-promoted lncRNAs, and *NEAT1, PSMB8-AS1, THAP9-AS1*, and *TP53TG1* were detected as MAPK-inhibited lncRNAs reported to be involved in pancreatic cancer [39,40,41,42,43,44,45,46,47,48,49,50,51]. For example, previous studies reported that *LINC-PINT* levels in plasma are lower in pancreatic cancer patients than healthy controls [42,51], and that *LINC-PINT* suppresses the growth of pancreatic cancer cells through TGF-β pathway activation [51], which suggests that *LINC-PINT* can be a diagnostic and a prognostic biomarker of pancreatic cancer. *NEAT1* was reported to be highly expressed in pancreatic cancer tissues, and the knockdown of *NEAT1* suppressed the growth of pancreatic cancer cells [32]. Interestingly, the activation of MAPK is considered to play a role in promoting malignant phenotypes of pancreatic cancer [3]. However, the MAPK-promoted lncRNAs include both those reported as oncogenic and tumor-suppressive and vice versa for the MAPK-inhibited lncRNAs. Several of these lncRNAs might have an unappreciated function or show a conflicting result of a feedback loop of MAPK signaling pathway in pancreatic cancer. Nevertheless, these MAPK-associated lncRNAs could be therapeutic targets as well as diagnostic biomarkers, as already shown in *LINC-PINT* and *NEAT1* [32,51]. Further research is needed in order to understand the functions of lncRNAs associated with MAPK.

## Figures and Tables

**Figure 1:**
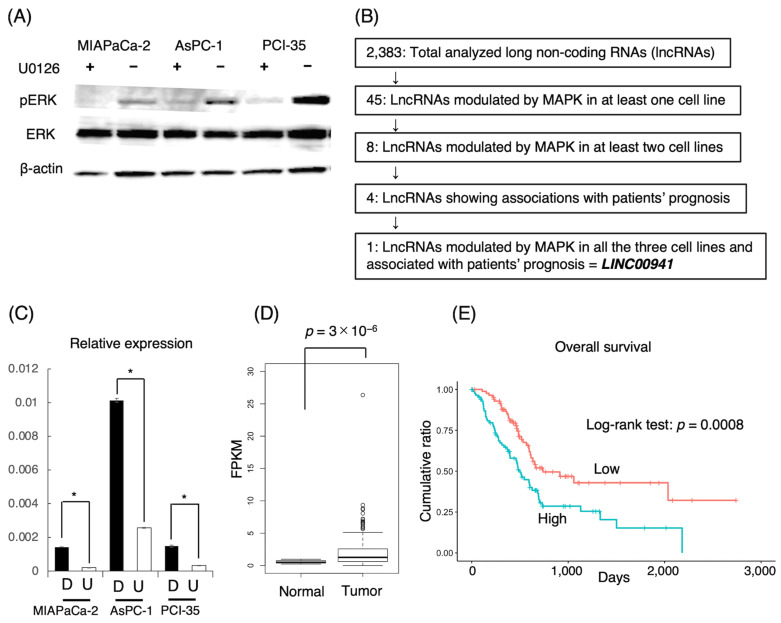
MAPK-associated lncRNAs identified by a comparative transcriptome sequencing assay of pancreatic cancer cells with or without attenuation of MAPK activity. (**A**) The expression of phosphorylated ERK was inhibited by U0126, a MAP2K inhibitor, in pancreatic cancer cell lines. (**B**) Stringent processing of transcriptome sequencing data resulted in identification of MAPK-associated lncRNAs. (**C**) qRT-PCR assay validated the transcriptome data revealing downregulation of *LINC00941* by the attenuation of MAPK in pancreatic cancer cell lines (* *p* < 0.05). Abbreviations: D, DMSO; U, U0126. (**D**) TCGA data analysis showed that *LINC00941* was expressed significantly more highly in pancreatic cancer tissues than in normal tissues (*p* = 3 × 10^−6^). (**E**) TCGA data analysis showed that highly expressed *LINC00941* in pancreatic cancer tissues was associated with patients’ poor overall survival (*p* = 0.0008).

**Figure 2:**
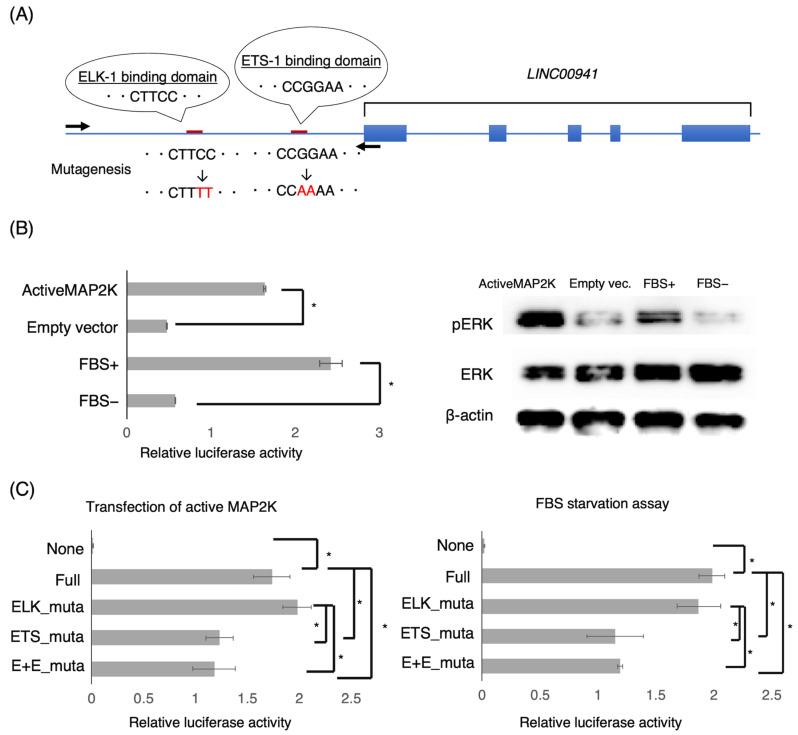
*LINC00941* promoter activity is associated with MAPK activity. (**A**) A candidate promoter region of *LINC00941* harboring consensus sequences of biding sites for ELK-1 and ETS-1. Arrows indicate relative positions of primers spanning the 3720-bp genomic region immediately upstream of exon 1 of *LINC00941* used for construction of reporter vectors for the promoter assay. Mutagenic disruptions of the consensus binding sites used in experiments shown in (**C**) are indicated. (**B**) Reporter assays with modulation of MAPK activity. Left panel: the candidate promoter region reveals the promoter activity significantly associated with MAPK activity modulated by the active MEK/MAP2K transfection or FBS starvation in AsPC-1 (* *p* < 0.05). Right panel: Immunoblots showing upregulation and downregulation of MAPK activity in AsPC-1 by the active MEK transfection and FBS starvation, respectively. (**C**) Mutagenesis of the consensus binding sites in the promoter of *LINC00941* results in a significant reduction of promoter activity by disruption of the binding site of ETS-1, and not that of ELK-1, in both active MEK transfection and FBS starvation in AsPC-1 (* *p* < 0.05). E+E means disruption of both binding sites of ETS-1 and ELK-1.

**Figure 3:**
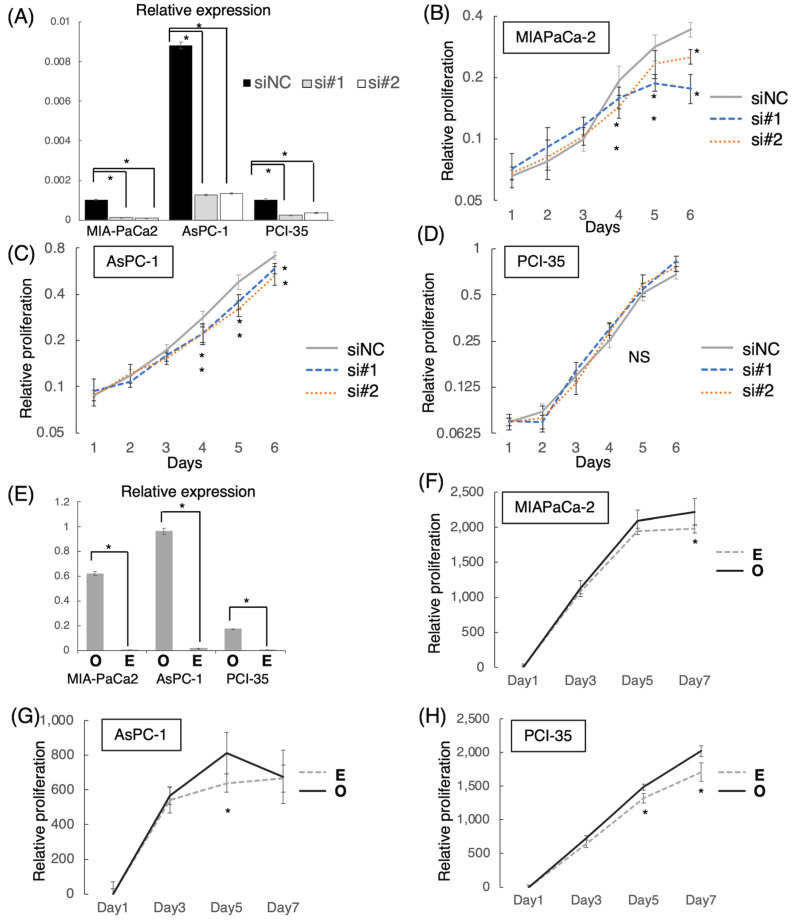
MTT proliferation assays with the knockdown or overexpression of *LINC00941*. (**A**) qRT-PCR validation of downregulation of *LINC00941* expression by siRNAs. NC, negative control. (**B**–**D**) The knockdown of *LINC00941* suppressed cell proliferation of MIAPaCa-2 and AsPC-1 (* *p* < 0.05), and did not suppress PCI-35. (**E**) qRT-PCR validation of the overexpression of *LINC00941* by cDNA vector transfection. Abbreviations: E, empty vector; O, overexpression. (**F**–**H**) The overexpression of *LINC00941* promoted the cell proliferation of MIAPaCa-2, AsPC-1, and PCI-35. Please note that the values of negative controls of experiments in (**A**,**E**) were comparable in each cell line: 0.0010 and 0.0015, 0.0088 and 0.017, and 0.0010 and 0.0019 for siNC and E in MIA PaCa-2, AsPC-1, and PCI-35, respectively.

**Figure 4:**
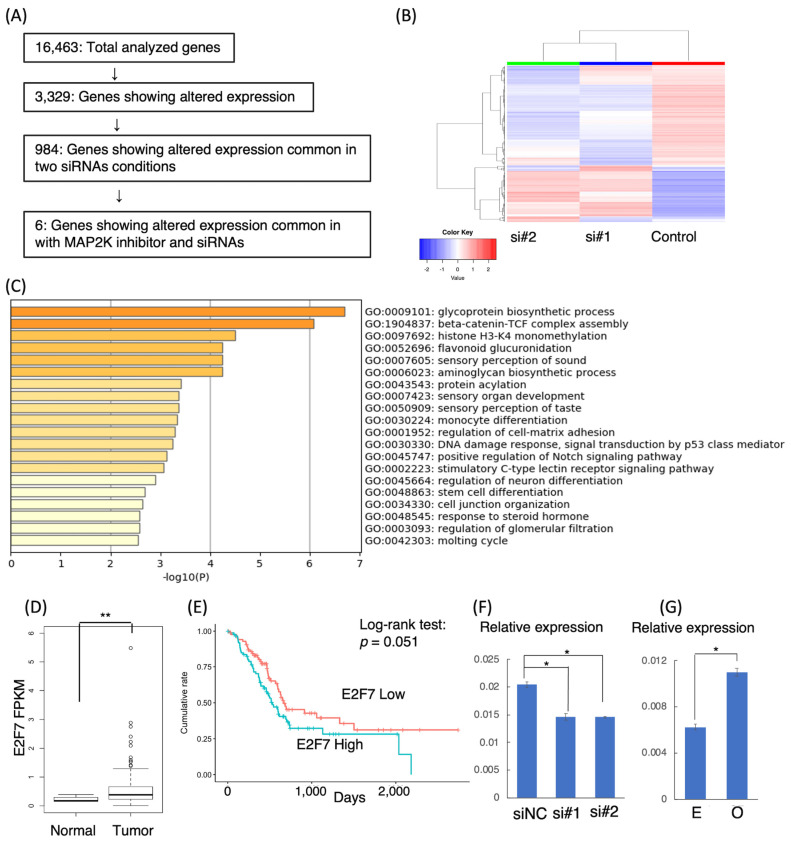
Identification of genes associated with *LINC00941.* (**A**) Stringent processing of comparative transcriptome sequencing data of AsPC-1 with or without attenuation of the expression of *LINC00941*. (**B**) Heatmap with hierarchical clustering showing comparison of transcriptome data between cells with siRNAs for *LINC00941* and negative control. (**C**) Top 20 Gene Ontology Biological Process terms of genes associated with *LINC00941.* (**D**) TCGA data analysis showed that pancreatic cancer tissues revealed higher expression of *E2F7* than normal tissues (** *p* < 0.001). (**E**) TCGA data analysis showed the marginal survival difference between patients with pancreatic cancer with higher and lower expression of *E2F7* (*p* = 0.051 by log-rank test). (**F**) qRT-PCR validated the transcriptome data showing downregulation of *E2F7* by knockdown of *LINC00941* in AsPC-1 (* *p* < 0.05). (**G**) qRT-PCR showed that overexpression of *LINC00941* in AsPC-1 resulted in upregulation of *E2F7* (* *p* < 0.05). Abbreviations: E, empty vector; O, overexpression.

**Table 1:** MAPK-regulated lncRNAs.

Gene Symbol	Transcript ID	Effect of MAPK	*p*-Value for the Difference of Expression in Tumor (T) vs. Normal (N) in TCGA	*p*-Value (Log-Rank) for Overall Survival in TCGA	Expression Level Associated with Poor Prognosis
*CCDC18-AS1*	NR_034089	Downregulation	0.61 (N > T)	0.009	Low
*LINC00941*	NR_040245	Upregulation	3 × 10^−6^ (T > N)	0.0008	High
*LINC-PINT*	NR_015431	Upregulation	0.55 (N > T)	0.01	Low
*NEAT1*	NR_028272	Downregulation	0.86 (N > T)	0.8	-
*PRR7-AS1*	NR_038915	Upregulation	0.65 (N > T)	0.07	-
*SNAI3* *-AS1*	NR_024399	Downregulation	0.29 (N > T)	0.00001	Low
*SNHG4*	NR_003141	Upregulation	0.99 (T > N)	0.7	-
*SPRY4-IT1*	NR_131221	Upregulation	0.22 (T > N)	0.2	-

**Table 2:** Concordantly altered genes between MAPK attenuation and knockdown of *LINC00941*.

Gene Symbol	Transcript ID	Effect of MAPK and *LINC00941*	*p*-Value for the Difference of Expression in Tumor (T) vs. Normal (N) in TCGA	*p*-Value (Log-Rank) for Overall Survivalin TCGA	Expression Level Associated with Poor Prognosis
*CD82*	NM_001024844	Downregulation	0.01 (T > N)	0.04	High
*E2F7*	NM_203394	Upregulation	0.001 (T > N)	0.05	High
*F3*	NM_001178096	Downregulation	0.36 (T > N)	0.0001	High
*LOC100507291*	NR_121608	Downregulation	0.10 (T > N)	0.3	-
*SPRY4-IT1*	NR_131221	Upregulation	0.22 (T > N)	0.2	-
*TNNC1*	NM_003280	Downregulation	7 × 10^−6^ (T > N)	0.5	-

## Data Availability

The RNA-Seq data discussed in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession numbers GSE216708 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216708 accessed on 18 March 2020) and GSE216710 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216710 accessed on 18 March 2020).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers15010303/s1, Supplementary Figure S1: Methodological flowchart of this study; Supplementary Figure S2: qRT-PCR of LINC00941-associated genes in AsPC-1; Supplementary Figure S3: Correlation between LINC00941 and E2F7 based on TCGA database analysis; Table S1: Primers used in this study; Table S2: Transcriptome data of long non-coding RNAs in pancreatic cancer cell lines treated with U0126 or DMSO (abbreviations are A, AsPC-1; D, DMSO; M, MIA PaCa-2; P, PCI-35; and U, U0126); Table S3: Comparative transcriptome data of long non-coding RNAs with 2-fold or more changes in any of cell line by attenuation of MAPK (abbreviations are A, AsPC-1; D, DMSO; M, MIA PaCa-2; P, PCI-35; and U, U0126); Table S4: Upregulated genes in 2-fold or more in transcriptome data of AsPC-1 with siRNA for LINC00941 (si-1 or si-2) or negative control (siNC); Table S5: Downregulated genes in 2-fold or more in transcriptome data of AsPC-1 with siRNA for LINC00941 (si-1 or si-2) or negative control (siNC); Table S6: Metascape analysis results.

# Supplementary material for: Long Non-Coding RNAs Associated with Mitogen-Activated Protein Kinase in Human Pancreatic Cancer
**Source:** Cancers (Basel). 2023 Jan 2;15(1):303. doi: 10.3390/cancers15010303
**Supplement:** Supplementary file 1

Methodological flowchart

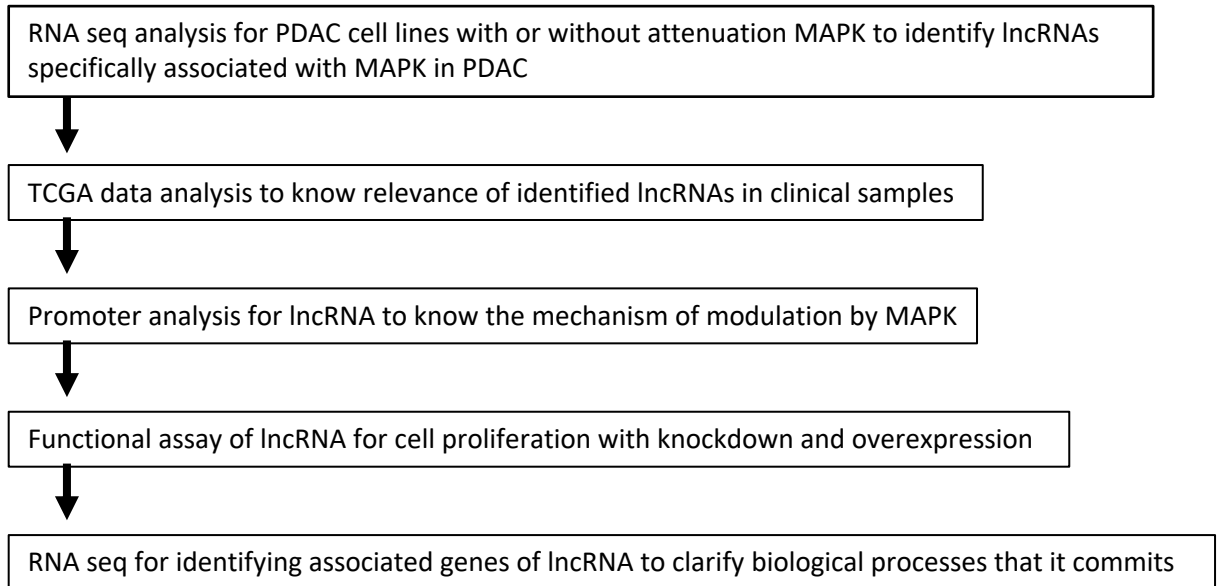

Supplementary Figure S1. Methodological flowchart of this study.

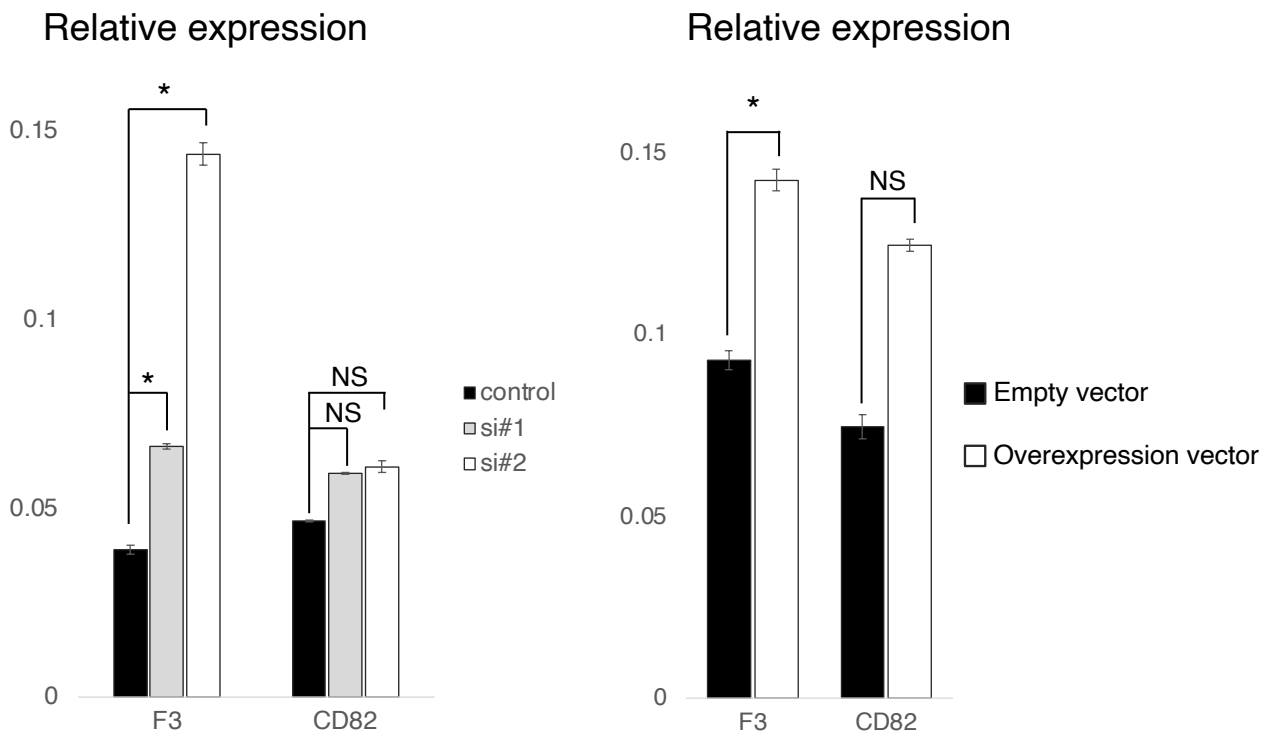

Supplementary Figure S2. qRT-PCR of *LINC00941*-associated genes in AsPC-1.

Both the downregulation and upregulation of *LINC00941* resulted in the upregulation of *F3* and *CD82*, which suggested *LINC00941* does not directly regulate them.

Abbreviation; NS, no significance. * $p < 0.05$

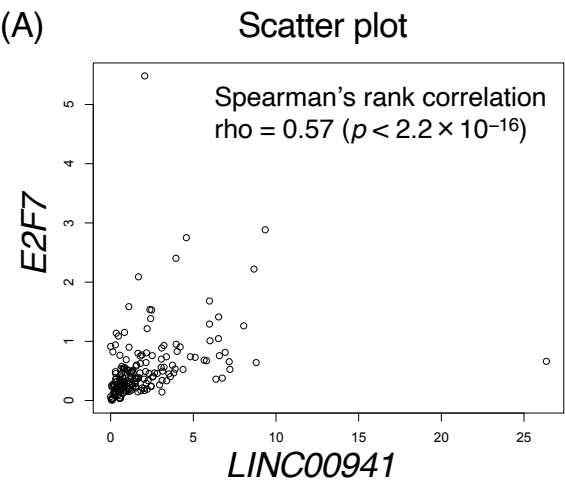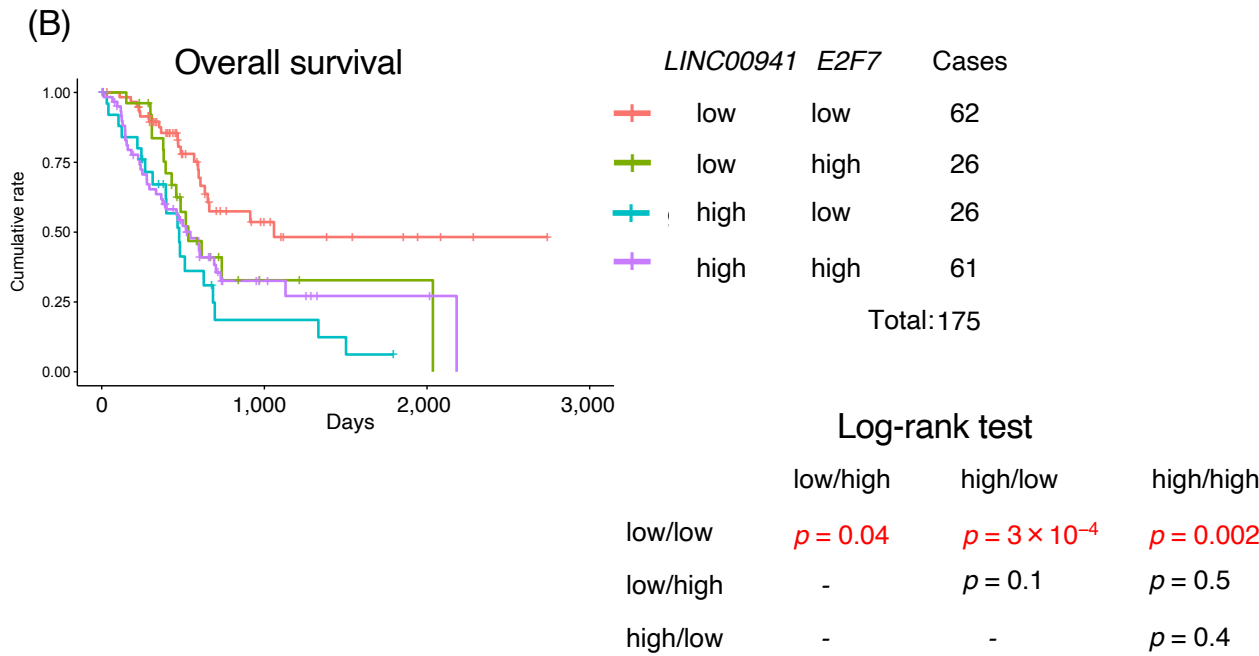

Supplementary Figure S3. Correlation between LINC00941 and E2F7 based on TCGA database analysis. (A) A positive correlation was observed between gene expression levels of *LINC00941* and *E2F7*. (B) Kaplan-Meier plot comparing the overall survival of the groups classified based on the gene expression level of *LINC00941* and *E2F7*. The low/low group showed a better prognosis than others.

How the deposited data were processed for this re-analysis (not part of the article)

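Total RNA of AsPC-1 cells was sequenced in 3 libraries, 1 for each of siNC, si#1 and si#2, 24 h after transfection with 200 nM siRNA. According to the paper, the authors aligned the paired reads to GRCh38 with HISAT2 and assembled known genes with StringTie (versions not given in the sources used here). The deposited table gives, for 16463 RefSeq genes with at least 1 read in every library, the read count of each library and the TPM, both by the authors. Columns that the authors headed FPKM hold the read counts in every gene and were not used as FPKM. The authors' normalized columns are log2 values, quantile-normalized from log2(read count + 1), and the authors' columns of means equal them. The authors' signed fold changes and volumes are scores derived from those values and were not used for the calls. The 15 per-sample columns of a second deposited sheet, which repeats 7 genes of the first for the same libraries, were mapped to no sample and not used.

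The median read count per gene was 1180 in siNC, 1207 with si#1 and 1179 with si#2. Read counts were transformed to log2(read count + 1) and quantile-normalized over the listed genes. Genes were called at a log2 fold change of at least 1 in either direction. Counting intervals are exact 95% Clopper-Pearson intervals of the ratio of 2 counts, scaled by the normalization. Gene positions and biotypes were taken from the deposited table and from RefSeq (16437 genes matched on gene ID), and transcript length and GC content from GENCODE (15737 genes), of which 12500 had an annotated 3′ UTR.

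Most genes are named by a rule set before the data were examined: the genes the paper names for these libraries, the 10 genes with the largest rise and the 10 with the largest fall (protein-coding or lncRNA, mean count of at least 100, ranked by the smaller of both changes), and the members of each list with the largest changes and a mean count of at least 50. List members that passed 2-fold are named as well, at any mean count, which is not part of that rule. MALAT1, KCNQ1OT1 and the readthrough genes with opposite changes were chosen after their values were seen. Values in the paper's tables had been seen when the rule was set. The 32 gene lists and 11 gene families were also set before the data were examined, and include lists taken from the paper. The lists cover MAPK signaling, E2F factors, Hippo and YAP, Wnt, Notch, TGF-beta, p53, glycosylation, histone modification, cell cycle, glycolysis, interferon response, miRNA machinery, coagulation and cell types. Each list was compared with 10000 random lists of the same size from 20 bins of mean expression, not matched on transcript length or GC content. A percentile is that of the list's median log2 fold change or, for a count, that of its number of genes past 2-fold.

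Unchanged libraries were simulated 100 times against the shared siNC library, with negative binomial counts whose spread was estimated between si#1 and si#2, and with Poisson counts. In the negative binomial draws, 1210 genes on average (1144 to 1296) differed 2-fold between si#1 and si#2, against 1355 observed, so their spread was too small. The calls were tested on simulated data with known changes in 16089 genes. Of unchanged genes, 420 of 15896 were called, and 28.6% of the genes set to 2-fold, 89.8% of those set to 3-fold and 93.5% of those set to 8-fold were found. Pooled fits of both siRNA libraries against siNC used edgeR's quasi-likelihood test and DESeq2's Wald test, and assume that the lone siNC library varies as the siRNA libraries do. In the same simulated data edgeR found 36.7% and DESeq2 46.9% of the genes set to 2-fold at an adjusted p under 0.05.

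Alternatives were quantile-normalized log2(TPM + 1) in place of read counts, TMM, DESeq2 size factors and total count in place of quantile normalization, a pseudocount of 10, a mean count of at least 10 or 100, protein-coding genes alone, a 1.5-fold threshold and the pooled fits. Software was R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9. The libraries with MAPK attenuation, the qRT-PCR, proliferation and reporter assays and the tumor data were not analysed here.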

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

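The gene lists were set before the data were examined, and the rule that picks those lists and families that match no term of Fig. 4C and no list of the paper, with both medians in the outer 2.5% of random lists on 1 side was chosen after the results were seen. The paper's full table of enrichment terms (Table S6) was held only in part, so terms outside Fig. 4C were not searched in full. With 1 library per condition, each value is a difference between single libraries.

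In 32 genes the siRNAs moved expression 2-fold or more in opposite directions, 19 up with si#1 and down with si#2 and 13 the reverse. The difference was not tested. ANKHD1-EIF4EBP3 had 860 reads in siNC, 2697 with si#1 and 15 with si#2, and BLOC1S5-TXNDC5 had 686, 181 and 12822 reads. Both were chosen after their values were seen, and both are readthrough genes that share exons with their neighbors.

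The lists picked this way are those of Hippo and YAP signaling, the tissue factor pathway and tetraspanins, the mitochondrial genome and the snoRNAs. The Discussion cites an earlier report on LINC00941 and the Hippo pathway, which the paper did not examine in these libraries. Of 25 Hippo and YAP genes, the median log2 fold change was -0.37 with si#1 and -0.22 with si#2 (percentiles 0.01 and 1.55 of random lists). F3, a target of YAP, was the 1 gene past 2-fold, in the opposite direction. The kinase gene LATS1 had -0.93 and -0.98, MOB1B -0.95 and -1.33, and PTPN14 -0.74 and -1.13. With a mean count of at least 100 the median with si#2 was -0.14, at percentile 5.19, and under TMM it was at percentile 2.97.

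Of 14 genes of the tissue factor pathway and of tetraspanins related to CD82, a list built around F3 and CD82, the medians were 0.40 and 0.61 (percentiles 99.99 and 100), and 4 rose with both siRNAs. F3 and CD82 were known from the paper to be up in these libraries. Without these 2 genes, a test chosen after the result was seen, the medians of the other 12 were 0.37 and 0.50 (percentiles 99.93 and 99.98). The 4 that rose were F3 and CD82, which the paper discusses, the thrombin receptor gene F2R (1.03 and 1.07) and the urokinase gene PLAU (2.15 and 1.32). Under TMM 3 rose, without CD82, and on log2(TPM + 1) PLAU alone of the 4 passed 2-fold with both siRNAs. F5, which encodes coagulation factor V and is not on the list, fell with both siRNAs (-2.10 and -2.36).

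The 13 genes of the mitochondrial genome had medians of -0.94 and -0.85 (both at percentile 0), and COX1, ND2 and ND3 fell with both siRNAs (-1.01 and -1.07, -1.06 and -1.29, and -1.31 and -1.66). ND2 was under 2-fold with si#1 on log2(TPM + 1) (-0.86), where COX1 and ND3 stayed past 2-fold with both siRNAs. The 13 genes took 0.0934% of the counts in siNC, 0.0564% with si#1 and 0.0512% with si#2. Of 282 snoRNA genes the medians were -0.20 and -0.30 (both at percentile 0), with 4 up and 27 down. Random lists held 35.8 genes past 2-fold with both siRNAs on average, and the count here is at percentile 18.8.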

How the results depend on the processing

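The removal of a trend with length and GC content, and leaving F3 and CD82 out of the list built around them, were chosen after the data were seen. The first left 312 genes up and 407 down with both siRNAs and 2296 changed with either. The second left 2 members of that list past 2-fold with both siRNAs. No paired analysis was possible because each condition has 1 library. The alternative without a filter on low counts could not be run, since the table lists only genes with at least 1 read in every library. No 2-fold change of a named gene reversed. Some list medians near 0 changed sign. With a mean count of at least 100, the median of MAPK output with si#1 went from 0.09 to -0.09, that of Wnt targets with si#2 from 0.12 to -0.11, and that of Notch from 0.09 to -0.19 with si#1 and from -0.02 to 0.10 with si#2. That of the 45 lncRNAs with si#2 went from -0.01 to 0.03 (to 0.00 under TMM). Under TMM, the median of N-glycosylation with si#2 went from 0.00 to -0.05 and that of epithelial markers with si#1 from 0.03 to -0.00. Of the values at a claim or in a comparison, 206 stayed within 1.5 times a count or within a counting interval and 75 moved. Values of r were judged by an interval across genes instead. Some of the 206 could not move, such as the number of genes analysed under another scaling, and a count can stay while its genes differ. The tally is therefore not a measure of how stable the results are. Of the values of single genes named among many, 2726 stayed and 474 moved.

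The fall of LINC00941 passed 2-fold with both siRNAs under each scaling, pseudocount and count filter run. The direction of each of the 6 genes of Table 2 was kept under them wherever the filter retained the gene, while the 2-fold call was not always kept. F3 had a log2 fold change with si#2 of 1.93 under TMM, DESeq2 size factors and total count alike. CD82 was under 2-fold with si#1 under each of these (0.98 each) and, under TMM (0.998) and total count (0.991), with si#2 as well. With a pseudocount of 10 it was just under 2-fold with si#1 (0.999). LOC100507291 was under 2-fold with si#1 under TMM, DESeq2 size factors and total count (0.98 each), and with both siRNAs at a pseudocount of 10 (0.84 and 0.93). The cause was not tested.

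On quantile-normalized log2(TPM + 1), 581 genes changed with either siRNA, 47 rose and 144 fell with both, and 93 differed between si#1 and si#2. All 47 of those that rose and 133 of those that fell were also called on read counts. LINC00941 had -2.29 with si#1 and -2.07 with si#2, E2F7 -0.93 and -1.01, SPRY4-IT1 -0.76 and -0.82, F3 0.93 and 1.87 and TNNC1 0.59 and 0.68. The odd library out was siNC in 191 genes, si#1 in 30 and si#2 in 27, with 44 protein-coding genes up and 101 down and an r of the fold changes of 0.773. By construction, adding 1 to a TPM near or under 1 shrinks its fold change.

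With a pseudocount of 10, 1858 genes changed with either siRNA, 189 rose with both (161 protein-coding) and 522 differed between the siRNAs. The odd library out was siNC in 576, si#1 in 162 and si#2 in 175, with an r of 0.723. With a mean count of at least 10, si#2 was the odd one out in 337 genes and r was 0.702. With a mean count of at least 100, normalized again, 1055 genes changed with either siRNA, 119 rose (110 protein-coding) and 268 fell with both, and 181 differed between the siRNAs. The odd library out was then siNC in 387, si#1 in 56 and si#2 in 70, with an r of 0.780. Members past 2-fold with both siRNAs numbered 1 for O-glycosylation, 2 for glycosaminoglycan synthesis, 0 for MAPK output, 1 for Notch, 2 for the 45 lncRNAs, 2 for the lncRNAs of Table 1, 3 for the genes of Table 2, 1 for UGT1A, 0 for protocadherins, 1 for miRNA genes, 0 for SNHG genes and 4 for snoRNAs, and no TAS2R gene was left. These filters leave fewer genes to call.

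Among protein-coding genes alone, 1634 changed with either siRNA, 274 rose and 306 fell with both, and 567 differed between the siRNAs. At 1.5-fold these numbers were 6587, 1263, 1473 and 2999. Under TMM, 337 genes rose and 641 fell with both siRNAs (334 and 574 of them called under quantile normalization), and 2 genes of the G2 and M phases and 1 of the TGF-beta pathway passed.

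With the siRNAs pooled, edgeR called 0 genes up and 0 down at an adjusted p under 0.05 (lowest 0.127), while DESeq2 called 1193 (406 up and 787 down). At an unadjusted p under 0.05 edgeR called 2958 and DESeq2 2761. Of the DESeq2 calls, 99 up and 236 down were also 2-fold with both siRNAs. The cause was not tested.

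By Spearman's rho, similarity was 0.986 for siNC and si#1, 0.984 for siNC and si#2 and 0.993 for si#1 and si#2. Over the 1000 genes of highest variance Pearson's r was 0.755, 0.768 and 0.803 in the same order, and si#1 and si#2 joined first in each setting. E2F7, F3 and CD82 were higher than the other 3 genes of Table 2 in TPM and in read counts, where the ratio was 13.1. Depth limits genes with few reads: genes with a mean count under 50 held 59.6% of the calls up and 46.7% of the calls down with both siRNAs.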

Differences from the paper's values

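No value of the paper differed from the value computed here by more than 1.5 times or, for log2 fold changes, by more than the counting interval. Some counts were not equal. The paper states 3229 genes with a 2-fold change on modulation of LINC00941, and 3038 genes passed 2-fold against siNC with either siRNA. Counted over any of the 3 pairs of libraries, si#1 against si#2 included, 3329 genes passed, which matches the number printed in Fig. 4A. The genes up and down with both siRNAs add up to 994, the number that the paper's methods also give, while Fig. 4A prints a slightly lower one.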

Other observations

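The tests chosen after the result was seen were those of the length and GC trend, nuclear RNA, seeds in protein-coding genes, each siRNA's own guide seed, the siNC library and the genes that rose at a mean count of at least 100. Those set before were seeds among all genes that fell and between the siRNAs, gene length, and few reads over all genes that rose.

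Of 13 genes of the miRNA machinery, DICER1 (log2 fold change -1.30 with si#1 and -1.47 with si#2), DROSHA (-1.67 and -1.36) and TNRC6B (-1.87 and -1.67) fell with both siRNAs, 3 genes against 0.48 on average in random lists (percentile 99.6). Of 24 SNHG genes, which host snoRNAs, SNHG31 fell (percentile 43.3). Of 28 clustered protocadherin genes, PCDHGA1 rose and PCDHGA11 and PCDHGB6 fell (percentile 37.6). SNHG31 and these 3 genes had under 60 reads in each library and were under 2-fold with both siRNAs on log2(TPM + 1). Of 408 zinc finger genes, 8 rose and 4 fell, fewer than in random lists (22.1 on average, percentile 0.76), and of 329 miRNA genes, 11 rose and 11 fell (39.4 on average, percentile 0.02). Of these miRNA genes 3 had a mean of at least 100 reads, so that count rests mostly on genes with few reads. None of 81 ribosomal protein genes passed 2-fold with both siRNAs, with medians of 0.10 and 0.15 (percentiles 68.6 and 98.8), and none of 63 replication-dependent histone genes did, with medians of 0.11 and 0.16 (percentiles 83 and 96.6). The 22 glycolysis genes had medians of 0.18 and 0.21 (percentiles 94.0 and 95.5). No UGT2 gene was listed.

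Markers of other cell types were few. Of the genes on each list, the table held 2 of 8 endothelial, 2 of 7 erythroid, 3 of 12 immune, 6 of 12 fibroblast, 1 of 16 acinar and 2 of 10 islet genes, and none of these passed 2-fold with both siRNAs. The fibroblast gene LUM had a mean of 25162 reads. Of the paper's 45 MAPK-associated lncRNAs, 41 were measured, and SLFNL1-AS1 fell (-2.06 and -1.31) beside the genes of Table 1 named at their claim, 5 genes in all (3.21 on average, percentile 84.8). SLFNL1-AS1 had 60 reads in siNC, 13 with si#1 and 24 with si#2, and on log2(TPM + 1) its changes were -0.18 and -0.13. Of 16 other genes that the paper names, EP300 fell (percentile 80.5).

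More genes fell than rose with both siRNAs. Length of the gene body is argued against for the genes that fell as a set, since their median lies at percentile 15.4 of expression-matched draws. The set holds 135 pseudogenes, and its protein-coding genes alone were not tested for this. Transcripts of the genes that fell were longer and lower in GC content (medians 3110.5 bases and 44.8%) than those of all genes (2681 and 48.7%). For the genes that rose the medians were 2170.5 bases and 56.2%. A trend of the fold changes with transcript length and GC content is argued against as the whole cause. Of the genes that fell and have both values, 70.2% were still 2-fold down after it was removed. A larger share of nuclear RNA in siNC stays open, since 18 listed nuclear RNAs had medians of -0.13 with si#1 and -0.17 with si#2 (percentiles 7.27 and 6.3), but that list leaves out 3 RNAs that had prompted the test and fell with both siRNAs, MALAT1 (-1.58 and -1.61), NEAT1 and KCNQ1OT1 (-1.78 and -1.60). Of the 3, MALAT1 alone was past 2-fold with both siRNAs on log2(TPM + 1). A difference of the single siNC library and an effect of the knockdown cannot be told apart, since siNC stands 2-fold from both other libraries in 391 genes with a mean count of at least 100 and there is no other siNC library.

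Matches of the siRNA seeds in 3′ UTRs are a candidate explanation for part of the falls, since among protein-coding genes that fell with both siRNAs 36.5% had a site for either guide seed, at percentile 98.2 of draws matched on 3′ UTR length and GC content and 99.6 of draws matched on length alone. Genes with a site for a siRNA's own guide seed were lower with that siRNA against siNC, at percentile 0.19 of 7-base words for si#1 and 0.09 for si#2, among 12 ranks computed. The si#2 guide seed also ranked low with si#1 (0.24), while the si#1 guide seed ranked at 36.5 with si#2. The guide seed sites, CATGAAC for si#1 and TGAACAT for si#2, share the bases TGAAC. Whether this links their ranks was not tested. Of the passenger strands, the si#2 seed ranked at 0.61 with si#2 against siNC and at 99.65 between the siRNAs, in the direction silencing needs, and the si#1 seed did not (82.6 and 74.9). The test set before, over the 51.2% of all genes that fell that had an annotated 3′ UTR (percentile 99.57), covers nearly the same genes and says nothing of the others, and between the siRNAs, where 41.4% had a 3′ UTR, the guide seeds ranked at 0.32 for si#1 and 74.8 for si#2. What share of the falls this covers was not tested, and an effect of the knockdown stays open.

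Few reads per gene may account for many of the genes that rose with both siRNAs, since 124 of 416 had a mean count of at least 100. They are argued against as the source of these 124, since the highest count in 100 simulations of unchanged libraries was 33. These simulations take an estimate of the spread between si#1 and si#2 as that of siNC, and this estimate falls short of the observed spread. An effect of the knockdown and a difference of the siNC library stay open.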
